# Immune response of the Caribbean sea fan, *Gorgonia ventalina*, exposed to an *Aplanochytrium* parasite as revealed by transcriptome sequencing

**DOI:** 10.3389/fphys.2013.00180

**Published:** 2013-07-25

**Authors:** Colleen A. Burge, Morgan E. Mouchka, C. Drew Harvell, Steven Roberts

**Keywords:** *Gorgonia ventalina*, sea fan, transcriptome, RNA-Seq, soft coral, immune response

## Abstract

Coral reef communities are undergoing marked declines due to a variety of stressors including disease. The sea fan coral, *Gorgonia ventalina*, is a tractable study system to investigate mechanisms of immunity to a naturally occurring pathogen. Functional studies in *Gorgonia ventalina* immunity indicate that several key pathways and cellular components are involved in response to natural microbial invaders, although to date the functional and regulatory pathways remain largely un-described. This study used short-read sequencing (Illumina GAIIx) to identify genes involved in the response of *G. ventalina* to a naturally occurring *Aplanochytrium* spp. parasite. *De novo* assembly of the *G. ventalina* transcriptome yielded 90,230 contigs of which 40,142 were annotated. RNA-Seq analysis revealed 210 differentially expressed genes in sea fans exposed to the *Aplanochytrium* parasite. Differentially expressed genes involved in immunity include pattern recognition molecules, anti-microbial peptides, and genes involved in wound repair and reactive oxygen species formation. Gene enrichment analysis indicated eight biological processes were enriched representing 36 genes, largely involved with protein translation and energy production. This is the first report using high-throughput sequencing to characterize the host response of a coral to a natural pathogen. Furthermore, we have generated the first transcriptome for a soft (octocoral or non-scleractinian) coral species. Expression analysis revealed genes important in invertebrate innate immune pathways, as well as those whose role is previously un-described in cnidarians. This resource will be valuable in characterizing *G. ventalina* immune response to infection and co-infection of pathogens in the context of environmental change.

## Introduction

Infectious diseases, caused by a variety of pathogens, are contributing to the decline of coral reefs worldwide (reviewed by Sutherland et al., 2004; Harvell et al., 2007; Bourne et al., 2009) by threatening biodiversity, causing marked population declines, and changing community structure (Harvell et al., 2002). Corals, like other invertebrates, defend against pathogenic invaders using the innate immune system, an ancient defense system found in both invertebrates and vertebrates. In cnidarians, both genomic and functional studies indicate the existence of key innate immune components including pathogen recognition, signaling cascades, and effector responses [reviewed by (Miller et al., 2007; Dunn, 2009; Augustin and Bosch, 2010; Palmer and Traylor-Knowles, 2012)]. Targeted approaches suggest a key role of immune receptors (e.g., modified Toll like receptors, (Bosch et al., 2009) anti-microbial peptides (e.g., Bosch et al., 2009; Vidal-Dupiol et al., 2011), and the inflammatory cascade (Mydlarz et al., 2008) in the cnidarian response to pathogens.

The sea fan coral, *Gorgonia ventalina*, underwent large-scale declines in the Caribbean in the 1990s (reviewed by Burge et al., 2013) as a result of “Aspergillosis” caused by the fungal pathogen *Aspergillus sydowii* (Smith et al., 1996; Geiser et al., 1998). A second sea fan pathogen, an *Aplanochytrium* spp, a marine stramenopile protist (Order Labyrinthulomycetes) was also recently described, isolated, and cultured, (Burge et al., 2012a) where clear damage to the host has been noted in association with Labyrinthulomycete cells including longitudinal tearing of the host gorgonin (skeleton) and degradation of the host polyps (Burge et al., 2012a, 2013). The well-characterized disease ecology and the identification and culture of multiple natural pathogens has made the sea fan one of the best-studied corals the in the context of host immunity (e.g., Kim and Harvell, 2004; Mydlarz et al., 2008). To date, the response to pathogen exposure or disease in *G. ventalina* has focused on measurement of effector enzymes (e.g., prophenoloxidase, peroxidase, chitinase, catalase, and antifungal and antibacterial peptides) (Douglas et al., 2007; Mydlarz and Harvell, 2007; Couch et al., 2008; Mydlarz et al., 2008) and pathological responses using histology (Petes et al., 2003; Mydlarz et al., 2008; Burge et al., 2012a). These studies demonstrate cellular and systemic responses that play a critical role in sea fan immune function. For instance, the inflammatory response of amoebocytes to infections in *G. ventalina* includes production of prophenoloxidase enzymes that enable the formation of a melanin barrier within the sea fan skeleton (Mydlarz et al., 2008), which is the primary observed pathological response of sea fans to both fungal and Labyrinthulomycete infection (Petes et al., 2003; Mydlarz et al., 2008; Burge et al., 2012a). While functionally important and supported by studies in other invertebrates, these effector responses are a limited portion of the sea fan immune response and it is unclear what pathways and regulatory networks are ultimately responsible for their initiation.

A transcriptomics approach employed to study sea fan immune physiology would provide a comprehensive understanding of how sea fans recognize and respond to pathogens, information that will expand our knowledge of innate immunity in cnidarians. The aims of this study were to generate a transcriptome for the sea fan coral and to characterize the sea fan host immune response to the *Aplanochytrium* spp. (24 h post exposure) using RNA-Seq analysis. The transcriptome data generated for *G. ventalina* will enable future studies focusing on key functional aspects of sea fan immunology, including environmental drivers of disease and host immunity, co-infection dynamics mediated by the immune system, and mechanisms of immune priming.

## Methods and materials

### Sea fan collection and husbandry

Twelve *G. ventalina* individuals were collected at Laurel Patch Reef, La Parguera, Puerto Rico (17° 56.608′ N, 67° 03.208′ W) in May 2010. Sea fans were cut into two, 6 × 9 cm pieces, and suspended *in situ* to heal on the reef for 3 days. Sea fans were then collected from the reef and moved into static (non-flow through) 38 L aquariums with water circulation and aeration at the University of Puerto Rico, Isla Magueyes Laboratories in La Parguera, PR. Using a clonally replicated design, duplicate sea fan pieces were distributed equally between six aquaria, with half of the pieces placed in 3 control aquaria, and the other half placed within 3 treatment aquaria, for a total of 4 sea fan fragments per aquarium. The aquaria were placed within a wet-table with natural lighting. Temperature (28–32°C), and salinity (35 ppt) were similar to *in situ* measurements made on the reef and the incoming sea water to the marine laboratory (data not shown) throughout the experiment. Temperature, salinity, and light levels were similar across the wet table (data not shown). Sea fans were acclimated for 2 days and water was changed twice daily.

### Experimental inoculations

One piece of each sea fan (*n* = 12) was injected three times (~4000 cells per injection point or 100 μl), ~3 cm apart, just under the surface of sea fan tissue, into the central axis, with a solution of a 5 day culture of an *Aplanochytrium* previously isolated from a sea fan (Burge et al., 2012a). Because of the opportunistic nature of the Labyrinthulomycete infection, it is thought that damage of tissue and/or the gorgonin skeleton enables pathogen entry (Burge et al., 2013). Thus, injection is likely the best mimic of pathogen entry into the host. Complementary clonal pieces (*n* = 12) were injected with QPX media only (Kleinschuster et al., 1998) to serve as a control. After 24 h the areas surrounding each of the three injection points cut from the sea fan, and flash frozen in liquid nitrogen and subsequently stored at −80°C. Sea fan samples were shipped on dry ice overnight to Cornell University and stored at −80°C until sample preparation.

### Sample preparation

Each individual sea fan sample was ground in liquid nitrogen using a mortar and pestle, and the resulting powder was placed in a 2.0 mL microcentrifuge tube. Total RNA was extracted using a modified Trizol/Qiagen RNeasy protocol, whereby following the ethanol precipitation step of the Trizol manufacturer's instructions (Invitrogen, The Life Technologies Corporation™, Grand Island, NY), the aqueous solution was added to an RNeasy column, and the Qiagen RNeasy manufacturer's instructions were subsequently followed (Qiagen, Valencia, California). DNA was removed from extracted RNA using the Turbo DNA-free treatment according to the manufacturer's instructions (Ambion Inc., The Life Technologies Corporation™, Grand Island, NY). Removal of DNA was confirmed by using RNA (1 μl) as template in a quantitative Polymerase Chain Reaction (qPCR) targeting 18 s ribosomal DNA as previously described (Burge and Friedman, 2012). RNA concentrations were quantified using the NanoDrop® ND-1000 (NanoDrop Technologies, Wilmington, DE).

### cDNA library preparation and sequencing

For each treatment (*Aplanochytrium* exposed and control, respectively), twelve samples were pooled using 900 ng of total RNA from each sea fan. RNA quality was assessed using an Agilent BioAnalyzer 2100 at the Cornell University Life Sciences Core Laboratory Center (CLC). Library preparation was done at the Cornell Microarray facility using the mRNA-Seq 8-Sample Prep Kit (Illumina, San Diego, California) followed by sequencing preparation using the standard cluster generation kit and 36 cycle Illumina sequencing kit (Illumina, San Diego, California) at the Cornell University CLC. Each library was sequenced in its own individual lane where 86 bp reads were captured using an Illumina/Solexa Genome Analyzer at the Cornell University CLC. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE40169 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE40169).

### Transcriptome assembly

Initially, all sequences were trimmed based on quality scores of 0.05 (Phred; Ewing and Green, 1998; Ewing et al., 1998) and the number of ambiguous nucleotides (>2 on ends). Sequences smaller than 20 bp were also removed. *De novo* assembly was carried out using combined reads from both the *Aplanochytrium* exposed and control libraries using CLC Genomics Workbench v4.0 (CLC Bio) with the following parameters: similarity = 0.90, length fraction = 0.8, insertion cost = 3, deletion cost = 3, mismatch cost = 2 and minimum size = 400.

### Transcriptome completeness

To characterize the completeness of the *G. ventalina* transcriptome assembly and assess similar gene families across related species, the *G. ventalina* transcriptome was compared to other cnidarian transcriptomes. A blast search (<1E-5) was performed comparing the *G. ventalina* transcriptome to *N. vectensis* [27, 273 sequences; *Nematostella vectensis* genome project (2012)] and *A. millepora* [95, 400 sequences; (*Acropora millepora* transcriptome (2012)]. Furthermore, similarly as previously described (Polato et al., 2011) we used OrthoDB (Waterhouse et al., 2011) to identify orthologs conserved in metazoans and single copy in *Hydra magnipapillata* and *N. vectensis* to compare with the *G. ventalina* transcriptome. Specifically we used 118 conserved proteins (across metazoans) from *H. magnipapillata* and *N. vectensis* to identify *G. ventalina* homologs using TBLASTN.

### Transcriptome annotation

Consensus sequences (or contigs) were compared to the UniProtKB/Swiss-Prot database. Comparisons were made using the BLASTx algorithm (Altschul et al., 1990) with a maximum of 1E-6 *e*-value threshold. Swiss-Protein identifiers were joined to the associated GO terms (Gene Ontology database: http://www.geneontology.org) to categorize genes into parents categories and to functional group based on the MGI GO Slim database (http://www.informatics.jax.org) using the table joining feature in Galaxy (Blankenberg et al., 2010; Goecks et al., 2010).

Unable to comprehensively exclude non-host sequence, we also compared our contigs to an available Labyrinthulomycetes resource, the *Aurantiochytrium limacinum* genome sequencing at the NCBI Short Read Archive under accession number PRJNA68529 using an *E*-value threshold of 1E-40.

### RNA-Seq analysis

RNA-Seq analysis was performed to determine differential gene expression patterns between *Aplanochytrium*-exposed and control libraries. RNA-Seq allows for deep sequencing and quantitative analysis of short cDNA reads (Wang et al., 2009). CLC Genomics Workbench v4.0 (CLC Bio) was used to map the reads to the assembled transcriptome and to obtain raw counts of sequencing reads using following parameters: unspecific match limit = 5, maximum number of mismatches = 2, minimum number of reads = 10. Statistical comparisons of count data between the control and *Aplanochytrium*-exposed libraries were carried out using DESeq (Anders and Huber, 2010). DESeq normalizes the count data (based on library size) and calculates mean values, fold change, size factors, and raw and adjusted *p*-values using a generalized linear model with a negative binomial distribution and shrinkage estimator. Only FDR adjusted *p*-values (standard adjusted *p*-values using DESeq) were used in the subsequent analysis. Genes were considered differentially expressed in a given library when the adjusted *p*-value was less than or equal to 0.05. All genes described had respective *e*-values of less than 1E-6 except for selected immune related genes. For these genes, nucleotide sequences were translated using ORF finder (Tutusov and Tutusov, 2011) and compared to the Swiss-Prot database using a p-blast, psi-blast, and pfam-searches (Altschul et al., 1997; Finn et al., 2010) Only sequences with significant protein domain (<E-6) similarity were considered.

To identify enriched biological themes and GO terms in our differentially expressed genes, the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.7 was used (Huang et al., 2009a,b). The Swiss-Pro accession numbers for the assembled transcriptome were used as a background, and corresponding Swiss-Pro accession numbers for the differentially expressed genes as the gene list. Biological processes (corresponding to specific genes) were considered significantly enriched with a *p*-value < 0.05, and data generated include the identity and number of genes associated with a specific process, and the fold “enriched” of a specific process as compared to the transcriptome.

### Corroboration of illumina sequencing approach by reverse transcriptase quantitative-PCR

RNA extracted from six 6 control and 6 *Aplanochytrium*-exposed sea fan fragments was used for real time quantitative-PCR (RT-qPCR) validation of Illumina sequencing. RNA samples were not pooled for RT-qPCR and were run on replicate individuals. First-strand cDNA synthesis was performed using 1 μg of total RNA, and the GoScript™ Reverse Transcription System (Promega, Madison, WI) according to the manufacturer's protocol. cDNA was diluted 5-fold and used as template in qPCR reactions. qPCR primers were designed using Primer 3 (Rozen and Skaletsky, 2000) for eight genes (Table S1). All qPCR reactions (25 μl), including no template controls run with nuclease-free water, were performed in duplicate in 96-well microplates containing 12.5 μl Fast SYBR® Green Master Mix (Applied Biosystems, The Life Technologies Corporation™, Grand Island, NY), 300 nm of each primer, and 2 μl of cDNA. All RT-qPCR reactions were carried using an ABI Step One Plus Real Time PCR System (Applied Biosystems, The Life Technologies Corporation™, Grand Island, NY), and the following reaction conditions: 95°C for 20 s; followed by 40 cycles of 95°C for 3 s and 60°C for 3 s. Following the amplification of sample templates, a melt curve analysis (95°C for 15 s, 60°C for 1:00 min, 55–95°C incremented by 5°C 15 s-1steps) was used to confirm amplification of a single product.

Real-time PCR Miner (Zhao and Fernald, 2005) was used to calculate primer efficiencies and cycle threshold values (Ct) from raw amplification data. Relative expression values for each gene were calculated using the equation 1/(1 + Efficiency)^∧^C_T_. The R0 for each gene was normalized to two controls (elongation factor 1 and Polyadenylate-binding protein), except for elongation factor 1 and polyadenylate-binding protein, which were normalized to polyadenylate-binding protein for the former and elongation factor 1 for the later. Control genes were chosen based on previous work with cnidarians and other invertebrates for which these genes have been shown to be relatively stable. In addition, the relative expression of these genes and their stability was confirmed via RNA-Seq data. Fold change in expression relative to control values was then calculated as the quotients of the above equation. Pearson's Moment Correlation was used to test for a linear relationship between the expression values) from RNASeq and qPCR using R (R Core Team, 2012).

## Results

### Transcriptome assembly

After quality trimming, 36.8 and 34.3 million reads (average length = 84 bp) remained from the *Aplanochytrium*-exposed and control libraries, respectively. 

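Contigs that carried genes examined in this study differed in length. The contig of protein G7c (contig 53872) measured 2062 bp and that of Matrix metalloproteinase-14 (contig 81521) 2053 bp. Neuronal pentraxin-2 (contig 76666) was carried on 544 bp and importin subunit alpha-1 (contig 73198) on 484 bp. The contig of NADH-ubiquinone oxidoreductase chain 5 (contig 20540), a subunit of the mitochondrial respiratory chain, measured 4679 bp. Over the assembly, the lengths in the deposited files ran from 257 to 8345 bp, with a median of 736 bp, a mean of 964 bp and an N50 of 1149 bp. Of the 90230 contigs, 6619 were longer than 2000 bp, and 330 were shorter than the minimum size of 400 bp set for the assembly.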

*De novo* assembly of reads from both libraries resulted in 90,230 contigs (accessible on FigShare (Burge et al., 2012b) with an average length of 964 bp and an N50 value of 1,149. The average number of reads per contig was 459.6 with an average coverage of 36.8 reads.

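The protein G7c contig carried 9039 uniquely mapped reads in the exposed library and 3778 in the control library. Contig 63285, annotated to the yeast reading frame YLR154C-G, held more reads than any other contig in both libraries, with 119175 and 95371. Complement C3 (contig 31724) carried 91 exposed and 124 control reads. Over both libraries together, a contig carried on average 426 uniquely mapped reads, or 429.9 when reads with more than 1 match were counted too. The median was 147 uniquely mapped reads, with 1021 contigs below 20 and 4 below 10. At the mean read length of 84 bp, the uniquely mapped reads covered the assembly 37.1 times. The 1% of contigs with the most reads held 18.5% of the reads.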

### Transcriptome completeness

Blast searches of *G. ventalina* contigs to transcript sets of *N. vectensis* and *A. millepora* indicate 10.7 and 12.1 % of *G. ventalina* contigs had significant matches, respectively. Similarly, a BLAST search comparing *A. millepora* to *N. vectensis* data sets found 13.5% of *A. millepora* contigs with hits. Sequences corresponding to all 118 orthologs conserved across metazoans as identified in OrthoDB (Waterhouse et al., 2011) were identified in the *G. ventalina* transcriptome. Each ortholog matched a unique *G. ventalina* contig with 97.5% of the BLAST comparisons with *N. vectensis* and 94.1% of the comparisons with *Hydra magnipapillata*, having an *e*-value < 1.0E-20.

### Transcriptome annotation

All contigs were compared to the UniProtKB/Swiss-Prot database and 40,142 (44%) of the contig sequences were annotated [accessible on FigShare (Burge et al., 2012b)]. Figure 1 shows associated Gene Ontology (GO) biological process slim terms for the 31,857 contigs that were classifiable. Of particular interest in this study was the identification of genes involved in the stress or immune response. Using GO classification, 1464 contigs were considered associated with the stress response (Figure S1). Immune genes identified by the “stress response” GO Term include components of the complement system (e.g., Complement C2 (Q863A0) and C3 (Q00685 and Q01833), pathogen recognition receptors (e.g. Toll-like receptor 2 (Q9DGB6), 4 (Q9Gl65), and 6 (Q9Y2C9), and scavenger receptor proteins (e.g., Scavenger receptor cysteine-rich type 1 (Q2VL90, P86VB7, and P85521).

**Figure 1:**
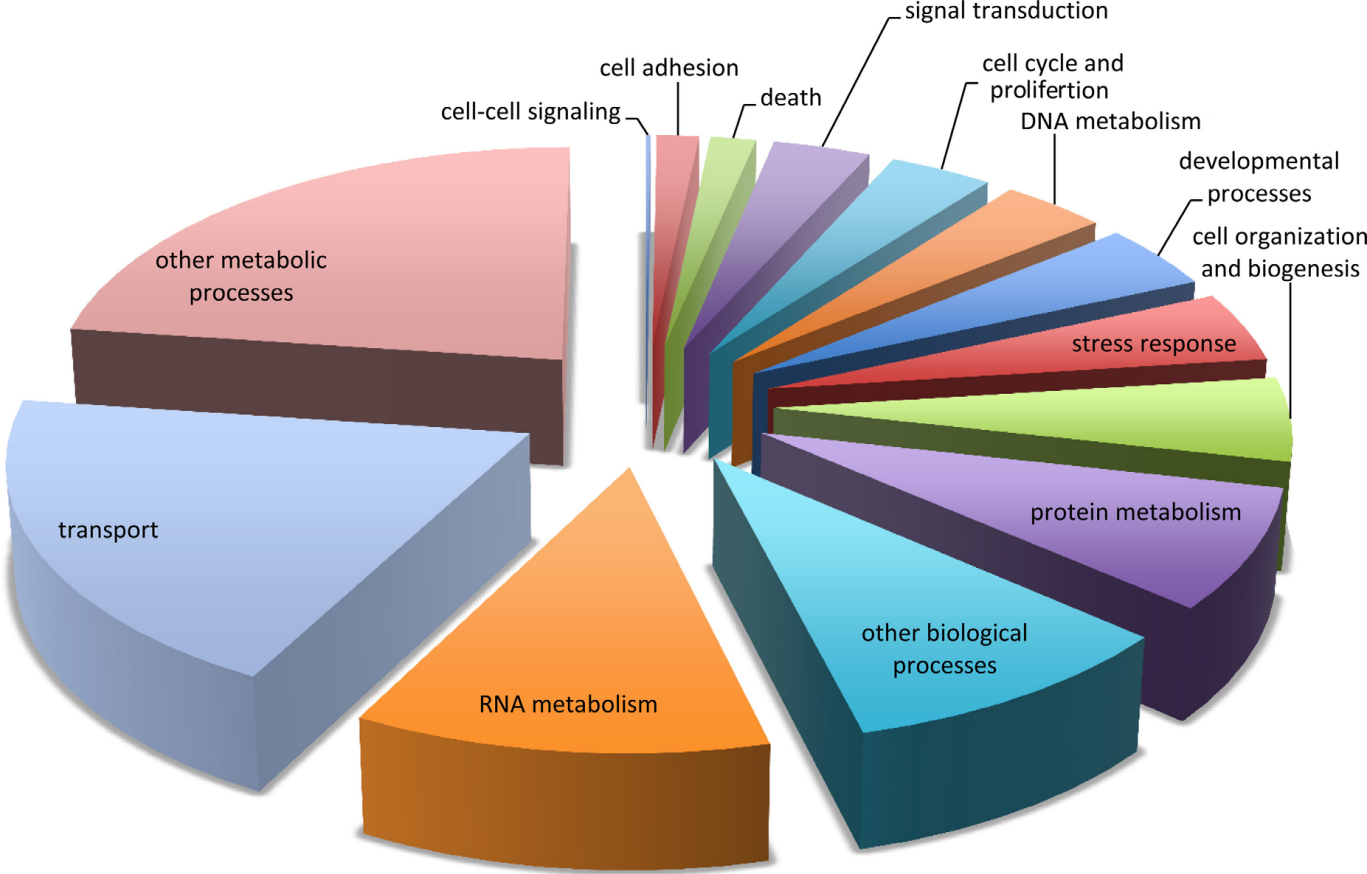
**Functional categorization of the sea fan transcriptome.** Functional categorization of contig sequences from de novo assembly of both libraries using Gene Ontology (GO) biological process “GO slim” classification.

A comparison of our transcriptome resource to *Aurantiochytrium limacinum* indicated only 21 sequences with homology based on an *e* < −40. Supplementary File S1 indicates sequences in our transcriptome that may be *Aplanochytrium* in origin.

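Each of the 21 contigs of Supplementary File S1 carried reads in both libraries, with at least 37 reads in the control library and at least 56 in the exposed library. The highest exposed to control ratio was 2.04 (95% counting interval 1.55 to 2.72) for contig 27704, annotated to ribosomal RNA large subunit methyltransferase N of Pseudomonas fluorescens. Outer membrane protein W of Vibrio cholerae (contig 16656) had a ratio of 1.86 (1.59 to 2.17). Beta-lactamase TEM (contig 75587), an enzyme that breaks down penicillins, had a ratio of 1.77 (1.72 to 1.83) and was the only 1 of the 21 contigs that is also in Supplementary File S2. The median ratio of the list was 1.15, and the lowest was 0.968. The interval lay above 1 for 13 of the contigs and below 1 for none, and none of the 21 met a rule of size that asked for the whole interval to lie beyond 2-fold. Among 10000 random lists of 21 contigs with similar read numbers, the median ratio lay between 0.947 and 1.09 in 95% of lists, and the median of Supplementary File S1 fell at the 99.95th percentile. This list was chosen by sequence and not by expression, and its percentile describes these 2 libraries. The random lists treat the 21 contigs as independent, although 6 have a bacterial best match and 3 are annotated to yeast reading frames in ribosomal DNA. Contig 63285, among the latter, has the most reads of all contigs, so the contigs nearest to it have fewer. The percentile therefore does not show that transcripts of the parasite were enriched.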

### RNA-Seq

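RNA-Seq compared 2 libraries, each made from a single pool. The Aplanochytrium-exposed pool held 900 ng of total RNA from each of 12 sea fan pieces that had received 3 injections of about 4000 cells in 100 μl from a 5 day culture of Aplanochytrium, a single-celled Labyrinthulomycete. The control pool held the same amount from the 12 clonal pieces of the same sea fans, injected with medium only. Tissue was taken 24 h after injection, from 3 aquaria of 4 fragments each per treatment. The paper gives 3 days of healing on the reef and 2 days of acclimation in aquaria, whereas the sample labels give 2 days in the field and 3 days in aquaria. The authors captured reads of 86 bp, trimmed them, assembled both libraries together and mapped the reads back with CLC Genomics Workbench. Their deposited files give the length, uniquely mapped reads, total mapped reads and RPKM of each contig. Uniquely mapped reads summed to 18349400 in the control library and 20110524 in the exposed library (18499450 and 20291620 total mapped reads). The total mapped reads are 53.9% (control) and 55.1% (exposed) of the paper's counts of reads after trimming. Values here use the uniquely mapped reads. Divided by size factors from medians of ratios (0.961 for the control and 1.04 for the exposed library), they came within 0.01% of the normalized values of Supplementary File S2 for 210 of its 210 contigs in both libraries. Control reads were present on 90184 contigs and exposed reads on 90152. The ratio of normalized reads, exposed over control, was given an exact (Clopper-Pearson) 95% counting interval, and a library without a read was set to a floor of 3 counts, so that such a ratio is a bound. A bound of this kind, written with "at least", is not an end of the counting interval, which can start lower. A contig was counted as higher when the lower end of its interval was above 2 and as lower when the upper end was below 0.5. With 1 library per condition there is no replicate check. Intervals cover counting error only, and any test on the reads compares these 2 libraries, not the conditions.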

To determine the transcriptomic response of *G. ventalina* to *Aplanochytrium* spp., RNA-seq analysis was performed. In total, 210 differentially expressed contigs were identified. Of those, 103 were expressed at a higher level in the *Aplanochytrium* exposed sea fans, whereas 107 were expressed at a lower level. 

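Cytochrome c oxidase subunit 1 (contig 30938), the catalytic subunit of the last complex of the respiratory chain, had 201 reads in the exposed library and 1 in the control library, a ratio of 186 (95% counting interval 32.9 to 7363). Contig 48689, which Supplementary File S2 does not annotate, had 385 and 4 reads, a ratio of 88.8 (34.4 to 328). These 2 contigs had the highest lower ends among all contigs. At the other extreme, contig 11407, annotated to a putative apoptosis inhibitor of ostreid herpesvirus 1, had 258 control reads and contig 24167, without annotation, had 225, and neither had a read in the exposed library. With the floor of 3 counts they were at least 93.2-fold and at least 81.3-fold lower, and their counting intervals began at 75.2-fold and 65.5-fold. By the rule of size, 220 contigs were higher and 190 were lower. A retrace of DESeq with an exact test and a dispersion fitted blind to the condition, without the generalized linear model and shrinkage that the paper names, called 224 contigs at an adjusted p of at most 0.05. Of the 210 contigs of Supplementary File S2, 206 were among these calls and 177 met the rule of size. The number of calls was 10904 with counting error only, 362 with a local dispersion fit, 117 with the edgeR exact test at a fixed coefficient of variation of 0.4, and 0 with DESeq2, which had 286 contigs at an unadjusted p under 0.05. In simulated libraries, 1572 unchanged contigs met the rule of size at the fitted spread and 10 at that spread divided by 10, beside 410 contigs in the data. The fitted spread is thus too wide for the data, and neither number gives the share of the 410 that is due to spread. The retraced procedure called 0 unchanged contigs at either spread. Those counts were drawn from the model it fits, so this is no rate of false calls in the data. DESeq2 was given a dispersion estimated without the condition, in which a contig's difference between the libraries counts as spread. Its lack of calls is therefore no evidence against the study's list.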

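In the deposited reads, 103 of the 210 contigs had a ratio above 1 and 107 had a ratio below 1. Of the higher contigs, 40 had at most 3 reads in the control library. They included 28 ribosomal proteins, which are parts of the translation machinery, and 6 contigs of cytochrome c oxidase or ATP synthase subunit a. Of the lower contigs, 64 had at most 3 reads in the exposed library, and 4 of these were annotated to viruses. The other 106 contigs had more than 3 reads in each library, with a median of 2.78-fold higher for 63 and 2.70-fold lower for 43. A Swiss-Prot annotation was given for 36 of the 40 contigs, for 6 of the 64 and for 30 of the 106.
Virus annotations were held by 8 contigs, of which 1 was higher, 5 were lower and 2 did not meet the rule of size. The 3 contigs annotated to protein 201R of invertebrate iridescent virus 6 were lower (contigs 18711, 41967 and 19165). In that order, they were 21.7-fold (95% counting interval 7.07 to 108), 117-fold (20.6 to 4664) and 119-fold (21.0 to 4750) lower. The e-values of their matches were 4e-09, 2e-06 and 4e-10, of which that of contig 41967 is above the paper's limit. Matches to cricket paralysis virus, a virus of insects, were 2.90-fold lower for contig 36200 (2.65 to 3.17) and 1.87-fold lower for contig 34409 (1.78 to 1.95). Contig 81686, annotated to the polyprotein of foot-and-mouth disease virus, was 2.41-fold higher (2.13 to 2.73). Contig 66853, with the entry POLN_DCVEB, had a ratio of 2.04 (1.85 to 2.26). Among contigs annotated to TAR1 or ART3, yeast reading frames that overlap ribosomal RNA genes, contig 68813 was 37.6-fold higher (18.9 to 87.9). Contig 29656 had a ratio of 1.64 (1.57 to 1.70), and contig 59762 had 1.76 times more control than exposed reads (1.68 to 1.84). All of these contigs were chosen by the study on these libraries, which is not independent evidence of their direction.

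**Figure D1:**
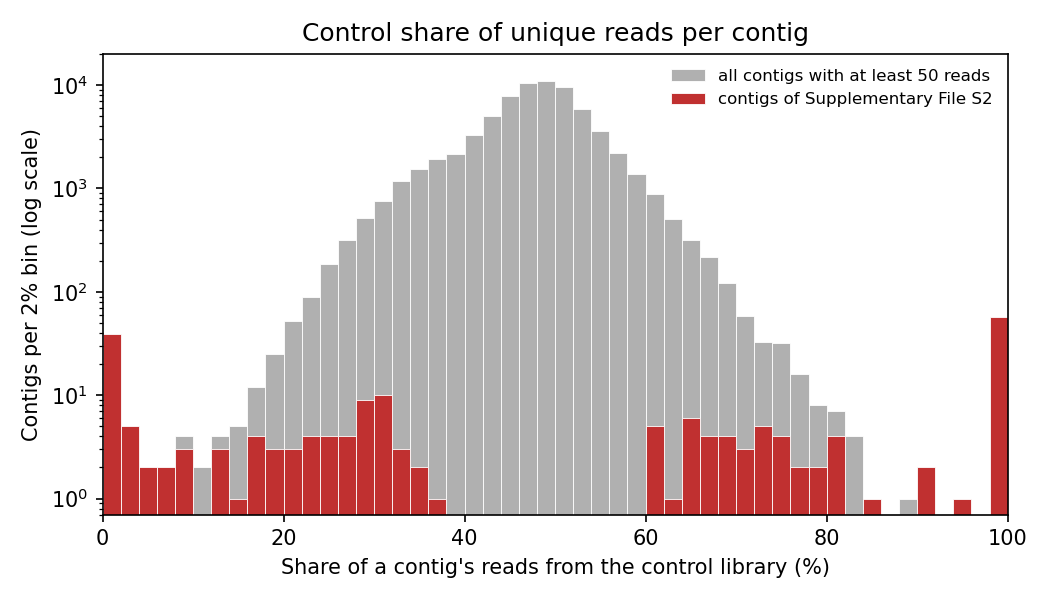
Histogram of the share of each contig's uniquely mapped reads that came from the control library (x axis, percent), for contigs with at least 50 reads, in bins of 2% (y axis, number of contigs, log scale). Grey bars are all contigs and red bars the contigs of Supplementary File S2. The leftmost bin holds 39 contigs and the rightmost 57, all of them from that file.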

Thirty-two percent (or 68) of the differentially expressed contigs (from here on out referred to as genes) were annotated (Supplementary File S2), several of which had putative immune functions such as those involved in pathogen recognition (e.g., Tachylectin-5A, Protein G7c, and Neuronal pentraxin-2), wound repair (e.g., Matrix metalloproteinase or Peroxidasin), antimicrobial peptides (e.g., arenicin-2 and royalisin) (Figure 2, Table S2).

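Of the 12 contigs of Table S2, 5 were higher in the exposed library by the rule of size, 3 were lower and 4 did not meet it. Pattern recognition contigs met the rule in 1 of 3 cases and wound repair contigs in 1 of 3, whereas both antimicrobial peptide contigs met it in opposite directions. Of the 4 contigs in the category Other, 2 were higher and 2 were lower. Importin subunit alpha-1 (contig 73198), which carries proteins into the nucleus, was 4.41-fold higher (95% counting interval 3.45 to 5.71). Uromodulin (contig 38544) was 4.90-fold lower (3.67 to 6.65). IgGFc-binding protein (contig 70413) was 2.40-fold lower (2.03 to 2.85). Of the 1000 contigs nearest in read number to each, 0, 2 and 2 had a ratio at least as far from 1. The study chose this list from its calls on these libraries, so neither its directions nor these ranks are independent evidence.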

**Figure 2:**
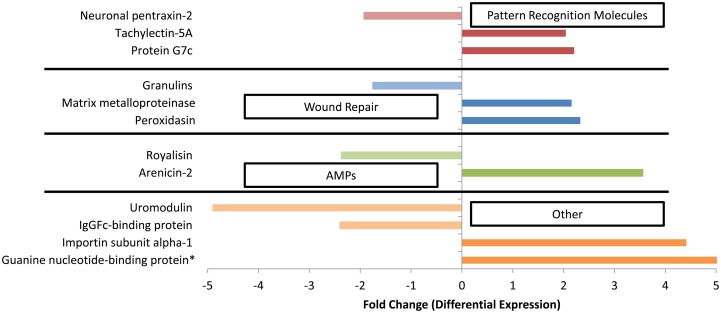
**Differentially expressed genes between *Aplanochytrium*-exposed and control sea fans with possible immune functions (*p* < 0.05).** Positive and negative values represent genes that were up- or down-regulated, respectively, in *Aplanochytrium*-exposed sea fans relative to control sea fans. Expression analysis was performed using DESeq (Anders and Huber, 2010) with annotations based on homology to the Swiss-Protein Database (See Supplementary File 1; http://uniprot.org). ^*^Indicates genes only expressed in sea fans exposed to *Aplanochytrium*.

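RACK1 (contig 53777, guanine nucleotide-binding protein subunit beta-like protein), a scaffold protein of the small ribosomal subunit, had 66 reads in the exposed library and 0 in the control library, which makes it at least 20.3-fold higher. Its best match was the cnidarian Hydra attenuata. It was 1 of 28 contigs of Supplementary File S2 without a control read. These had 44 to 91 exposed reads, and 27 of them were annotated, as 22 ribosomal proteins, 4 contigs of cytochrome c oxidase or ATP synthase, and RACK1. In the opposite direction, 57 contigs of the file had no exposed read, with 41 to 258 control reads. Annotations were given for 3 of the 57. Besides the apoptosis inhibitor on contig 11407, these were DNA polymerase 2 (contig 15512, at least 49.1-fold lower) and alpha-latrocrustotoxin (contig 62157, at least 29.3-fold lower), both named after their values were seen. A count of 0 reads does not show that a transcript was absent. The bounds rest on the floor of 3 counts and not on the counting interval, which began at 16.1-fold for RACK1.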

Among the 210 differentially expressed genes, 36 genes representing eight GO biological processes were calculated to be significantly enriched based on functional enrichment analysis (as compared to the transcriptome) (*p* < 0.05) (Figure S2; Supplementary File S3). 

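Supplementary File S3 lists 35 contigs, of which 34 had a ratio above 1. The exception was methionyl-tRNA synthetase (contig 84166), which loads methionine onto its tRNA, with 206 exposed and 671 control reads (3.53-fold lower, 95% counting interval 3.01 to 4.15). By the rule of size, 32 contigs were higher, 1 was lower and 2 did not meet it. In the control library, 25 of the 35 contigs had no read and 31 had at most 2. The other 4 were methionyl-tRNA synthetase, NADH-ubiquinone oxidoreductase chain 5, eukaryotic translation initiation factor 5A (contig 87227) at 8.86-fold higher (4.62 to 19.1), and mitochondrial 28S ribosomal protein S10 (contig 36167) with a ratio of 2.07 (1.90 to 2.25). Restricted to contigs with more than 3 reads in each library, an alternative chosen after seeing the data, 2 of the 35 contigs met the rule of size. The file holds contigs picked from the study's own calls on these libraries and is not independent evidence of direction.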

Thirty-five of these 36 genes were up-regulated in the *Aplanochytrium*-exposed sea fans. 

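Ribosomal proteins of the cytoplasmic ribosome made up 28 contigs of Supplementary File S2. Together they had 1858 reads in the exposed library and 7 in the control library, and 28 of 28 were higher by the rule of size. The 17 contigs of the small (40S) subunit had 50 to 89 exposed reads each and at most 2 control reads. The 11 contigs of the large subunit had 56 to 84 exposed reads each and 0 control reads. Among the latter, 60S ribosomal protein L21-B (contig 9530) had the most exposed reads and was at least 25.8-fold higher. Among the contigs of energy production, ATP synthase subunit a (contig 9533), part of the proton channel of ATP synthase, had 91 exposed reads and 0 control reads (at least 28.0-fold higher). The study selected these contigs on the same libraries, and their counts are no independent evidence of a direction.

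**Figure D2:**
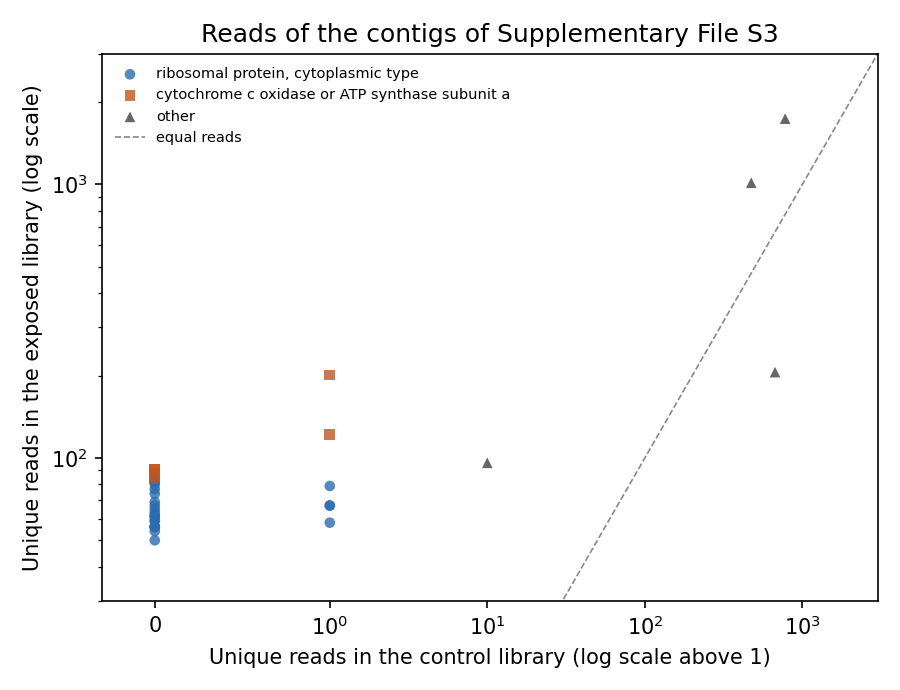
Uniquely mapped reads of the 35 contigs of Supplementary File S3 in the control library (x axis, log scale above 1) and the exposed library (y axis, log scale). Circles are cytoplasmic ribosomal proteins, squares cytochrome c oxidase or ATP synthase subunit a, triangles other contigs, and the dashed line marks equal reads. The circles and squares lie at 0 or 1 control read, and the 4 triangles at 10 to 778.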

The biological processes that were enriched are associated with translation of proteins (representing 29 genes, primarily 40S and 60S ribosomal proteins) and energy production in mitochondria (representing 7 genes, e.g., cytochrome c oxidase subunits 1–3, NADH-ubiquinone oxidoreductase chain 1, and ATP synthetase subunit. 

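The term respiratory electron transport chain held 4 contigs in Supplementary File S3, of which 3 were higher by the rule of size. Cellular respiration held 6 contigs, of which 5 were higher, and generation of precursor metabolites and energy held 7, of which 6 were higher. In each of the 3 terms, the contig that did not meet the rule was NADH-ubiquinone oxidoreductase chain 5. A second contig of cytochrome c oxidase subunit 1 (contig 82783) had 122 exposed reads and 1 control read, a ratio of 113 (95% counting interval 19.8 to 4483). In the term translation, 26 of the 28 listed contigs were higher and 1 was lower. The 5 contigs of ribosome biogenesis had 342 exposed reads and 1 control read in total, and 5 of 5 were higher. As picks from the study's own calls, these contigs give no independent evidence of direction.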

Categories with the highest fold enrichment include respiratory electron transport chain (~23X), translation (11X), and cellular respiration (10X) (Figure 3).

**Figure 3:**
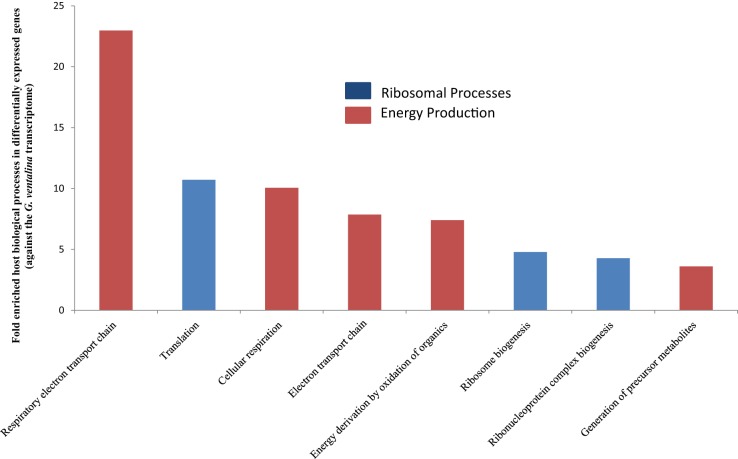
**Gene Ontology (GO) terms for biological processes that were significantly overrepresented in differentially expressed *G. ventalina* genes upon *Aplanochytrium* exposure as determined via enrichment analysis using DAVID (Huang et al., 2009a,b) (*p* < 0.05)**.

### Corroboration of illumina sequencing approach by RT qPCR

Expression values determined by the RT-qPCR analysis of eight genes were found to be comparable to the RNA-seq approach (Table S1). We found the values obtained by RT qPCR and RNA-seq were highly similar and correlated with statistical significance (Pearson's Moment Correlation *R* = 0.861, *p*-value = 0.006052) (Figure S3).

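Complement C3 (contig 31724) had an RNA-Seq ratio of 0.677 (95% counting interval 0.511 to 0.895), and the paper's RT-qPCR value is 0.64 ± 0.68. The reference genes elongation factor 1 (contig 75614) and polyadenylate-binding protein (contig 15803) had ratios of 0.977 (0.928 to 1.03) and 0.810 (0.695 to 0.943), beside the paper's 1.04 ± 0.12 and 0.90 ± 0.09. The uncharacterized protein CG3556 was 2.39-fold lower in the exposed library (2.27 to 2.53). For the 3 genes with a normalized ratio above 1, the paper's RT-qPCR values are 1.40 ± 0.28 for Tachylectin-5A, 2.78 ± 0.86 for NADH-ubiquinone oxidoreductase chain 5 and 0.85 ± 0.15 for protein G7c. For Neuronal pentraxin-2, with a ratio below 1, it is -2.75 ± 0.49. The paper ran RT-qPCR on 6 single sea fan pieces per treatment, not on the pools, and Table S1 does not say whether its errors are SD or SEM. Across the 8 genes, on the scale of Table S1, Pearson's r was 0.781 (two-sided exact permutation test of all pairings, p = 0.0119, adjusted over 2 correlations 0.0237). Spearman's rho was 0.714 (exact permutation test, p = 0.0576, adjusted 0.0576). Without CG3556 and Neuronal pentraxin-2, the 2 genes farthest from the median RNA-Seq value, r was 0.508 over the 6 genes left (exact permutation test, p = 0.325). The table's RT-qPCR value for CG3556, -0.090, is smaller in size than 1, which a negative fold cannot be. Read as -0.90, which is also smaller in size than 1, it gave an r of 0.861 (exact permutation test, p = 0.0110). On log2 ratios, where the table's value turns into a rise, r was -0.0927 (exact permutation test, p = 0.850), and it was 0.656 (exact permutation test, p = 0.0673) with the value read as a ratio of 0.90, an alternative chosen after seeing the data. Genes are not independent replicates.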

## Discussion

Here we report the first transcriptome generated for a gorgonian coral species, *G. ventalina*. We characterized 40,142 contigs based on functional annotation. This data will provide an important resource for further targeted studies on immune physiology of *G. ventalina*. Analysis of the *G. ventalina* transcriptome as compared to other cnidarian transcriptomes (*A. millepora* and *N. vectensis*) indicated a similar number of shared contigs between each cnidarian transcriptome. Additionally, *G. ventalina* contigs included a high percentage of significant matches to orthologs shared across metazoans indicating the transcriptome is relatively complete.

We conducted the first comprehensive transcriptomic characterization of a cnidarian exposed to a natural pathogen. Validation of differentially expressed genes performed using RT-qPCR (on a subset of genes) indicates strong similarity of individual sea fan gene expression using qPCR to our pooled Illumina sequencing data, similar to validation of pooled Illumina results by Altincicek et al., 2013 and qPCR corroboration of other RNA seq studies (e.g., Meyer et al., 2011). We will describe host response based on statistically relevant measures: functionally enriched categories and individual immune genes detected by DESeq analysis.

### Functional enrichment analysis

Based on functional enrichment analysis, the majority of the enriched genes encode ribosomal proteins involved in translation. All of these genes were up-regulated in the *Aplanochytrium*- exposed sea fans, indicating an up-regulation of the host protein response. This pattern has also been documented in other invertebrates' exposed to pathogens [i.e., clams (Gestal et al., 2007); abalone (Travers et al., 2010); urchins (Nair et al., 2006)]. 

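Among the small-subunit proteins, 11 of 17 contigs had no control read and the other 6 had 1 or 2. The lowest lower end of a counting interval over the 28 cytoplasmic ribosomal proteins was an 8.41-fold higher level. For the 22 without a control read, the bounds ran from at least 15.4-fold to at least 27.4-fold. The only other ribosomal protein in Supplementary File S2, the mitochondrial 28S protein S10, had 1741 exposed and 778 control reads. The best Swiss-Prot match was an animal for 12 of the 28 and a plant, fungus, protist or archaeon for 16. From the higher level of these genes in exposed sea fans, the paper reasons that the host protein response was up-regulated.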

Although the up-regulation of ribosomal gene products is not a specific response to pathogens and is likely a general response to stress, ribosomal proteins may be important regulators of metabolism during pathogen exposure (Travers et al., 2010).

Four of the five categories with the highest fold enrichment include genes primarily involved in production of energy in the mitochondria, indicating an increased energy demand to mount an effective immune response (Nayak et al., 2011) or general stress response. 

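NADH-ubiquinone oxidoreductase chain 5 (contig 20540) had 1015 exposed and 474 control reads, a ratio of 1.98 (95% counting interval 1.77 to 2.21), and did not meet the rule of size. Cytochrome c oxidase subunit 3 (contig 34240) had 91 exposed reads and 0 control reads (at least 28.0-fold higher), and subunit 2 (contig 9525) had 88 and 0 (at least 27.1-fold higher). All of these proteins are encoded by the mitochondrial genome in animals. For the 6 contigs of cytochrome c oxidase and ATP synthase subunit a, the lowest lower end of an interval was a ratio of 19.8. Together these 6 had 677 exposed reads and 2 control reads. The best Swiss-Prot match in Supplementary File S2 was an insect for 5 of them and an earthworm for 1, and for NADH-ubiquinone oxidoreductase chain 5 it was the sea anemone Metridium senile.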

Herein, genes involved in the production of reactive oxygen species (ROS) (NADH-ubiquinone oxidoreductase chain 1 and cytochrome c oxidase subunits) were among enriched processes in sea fans exposed to the *Aplanochytrium*. Additionally, NADH-ubiquinone oxidoreductase chain 1 expression was validated with RT qPCR. Up-regulation of NADH-ubiquinone oxidoreductase 1 and cytochrome c oxidase subunits suggest energy production in the mitochondria through oxidative phosphorylation. In other invertebrate host-pathogen systems, cytochrome oxidases have been shown to be up-regulated in response to immune stimulation [i.e. shrimp: (James et al., 2010); abalone: (van Rensburg and Coyne, 2009); clams: (Gestal et al., 2007)], and in fact, evidence suggests a successful immune response in abalone may depend on electron transport (van Rensburg and Coyne, 2009). Herein, the electron transport chain had the highest fold enrichment (23X). Oxidative phosphorylation also leads to the production and release of ROS, which is an important pathogen-killing mechanism in invertebrate immunity and has been shown to be a critical component of the immune response of many invertebrates, including mosquitoes (Molina-Cruz et al., 2008) and abalone (van Rensburg and Coyne, 2009).

### Immune genes and role in cnidarian immunity

We also identified a number of immune-related genes that were differentially expressed between control and *Aplanochytrium*-exposed sea fans, including those that code for proteins involved in pattern recognition molecules, antimicrobial peptides, and wound repair (refer back to Figure 3). Although these genes were not classified into significantly enriched biological processes, they nonetheless represent genes that play an important role in immune-related processes and should be investigated in more detail. We therefore devote the remaining discussion to these genes and their potential role in cnidarian immunity.

#### Pattern recognition molecules

Pattern Recognition Molecules (PRM), also known as Pattern Recognition Receptors (PRRs), recognize and bind to conserved components of microbial cell walls (e.g., lipopolysaccharide of Gram-negative bacteria). This binding results in a signaling cascade that leads to the induction of effector molecules and cellular components of immunity (Ferrandon et al., 2007; Dunn, 2009). Many of the immune-related genes that were up-regulated (e.g., Tachylectin-5A and Protein G7c) or down-regulated (e.g., Neuronal pentraxin-2) serve as PRMs. 

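Tachylectin-5A (contig 42227), a lectin, had 1364 normalized reads in the exposed library and 667 in the control library, a ratio of 2.04 (95% counting interval 1.86 to 2.25). Protein G7c had a ratio of 2.21 (2.13 to 2.29) and met the rule of size, as the only contig of the 3. Neuronal pentraxin-2 (contig 76666), a member of the pentraxin family, had 503 and 970.1 normalized reads, which is 1.93-fold fewer in the exposed library (1.73 to 2.15). Of the 1000 contigs nearest in read number to each, 3, 2 and 2 had a ratio at least as far from 1. Picked by the study from these libraries, the 3 contigs give no independent evidence of direction or rank, and there is no replicate of either pool.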

Expression of Tachylectin-5A, Protein G7c and Neuronal pentraxin-2 were validated using RT qPCR.

Tachylectin-5a belongs to the fibrinogen related domain (FReD) superfamily. Members of the FReD superfamily have been described in many invertebrate taxa including cephalochordates, and are important in defense processes such as agglutination, pathogen recognition, bacterial lysis, histocompatibility, and parasite defense (reviewed by Hanington and Zhang, 2011). Tachylectin-5A is a plasma lectin isolated from the horseshoe crab, *Tachypleus tridentatus*, and agglutinates human erythrocytes as well as Gram-positive and Gram-negative bacteria (Gokudan et al., 1996). FReD superfamily members are well-studied in mosquito-parasite interactions where RNAi silencing experiments indicate that they are key in clearing bacterial infections (Dong and Dimopoulos, 2009). Furthermore, in snail-trematode interactions, the diversity of FReD superfamily members within individuals has implied somatic diversification (Zhang et al., 2004) and may be associated with resistance (Stout et al., 2009). Tachylectin homologs have been described from EST libraries of anemones and corals (tachylectin-2; Hayes et al., 2010) and *Hydractina* (tachylectin-1), although neither of these putative tachylectin's contain the FReD domain found in Tachylectin 5A or the putative sea fan Tachylectin. While the *Hydractina* tachylectin-like gene has been suggested to play a role in developmental metamorphosis and not immunity (Mali et al., 2006), work by Hayes and colleagues indicates positive selection of *Oculina* tachylectin-2, which is disproportionately observed in immune genes, suggesting an immune-related role for this gene (Hayes et al., 2010). Given that the putative sea fan Tachylectin was up-regulated upon pathogen exposure and possesses a FReD domain, we hypothesize that the sea fan tachylectin functions in host defense.

#### Antimicrobial peptides

Activation of specific PRMs such as the toll like receptors (TLRs) leads to production of antimicrobial peptides in innate immunity. Antimicrobial peptides described in microbial defense in cnidarians include hydramacin-1, arminin 1a, and periculin-1 in Hydra (reviewed by, Augustin and Bosch, 2010), damicornin in a hard coral (Vidal-Dupiol et al., 2011), and aurelin in jellyfish (Ovchinnikova et al., 2006). Transcripts identified in this study are homologous to anti-microbial peptides including arenicin-2 from a polycheate worm which has anti-microbial activity again gram positive, negative, and fungi (up-regulated) (Ovchinnikova et al., 2004), and royalisin from a honeybee which processes activity against gram positive bacteria and fungi (and not against gram negative activity to date) (down-regulated) (Fujiwara et al., 1990). 

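Arenicin-2 (contig 81024) was 3.56-fold higher in the exposed library (95% counting interval 3.18 to 3.99), with 1477 exposed and 383 control reads. Royalisin (contig 55393), a defensin of the honeybee, was 2.37-fold lower (2.21 to 2.55), with 1157 exposed and 2533 control reads. Both met the rule of size. Of the 1000 contigs nearest in read number, 1 had a ratio as far from 1 as that of arenicin-2 and 0 had one as far as that of royalisin. Supplementary File S2 gives e-values of 0.013 and 0.033 for their best Swiss-Prot matches. For selected immune genes above its e-value limit, the paper states that it kept only sequences with significant protein domain similarity. Those domain searches were not rerun here. Arenicin-2 and royalisin were selected by the study on these libraries and are not independent evidence of direction or rank.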

We can speculate that the arenicin-2 homolog is a broader spectrum anti-microbial acting in response to the *Aplanochytrium* cells, while the royalisin homolog may be more involved with normal anti-microbial processes as its expression is higher in the un-exposed sea fans.

#### Wound repair

Cnidarians have a high capacity for regeneration and wound repair, including re-modeling of tissues after physical damage or infection by pathogens [*Hydra*: (Bosch, 2007), (Augustin and Bosch, 2010); *Porites*: (Palmer et al., 2011)]. In Hydra, macromolecules (laminins, collagens, heparin sulfate proteoglycans and fibronectin-like molecules) of the mesoglea (extracellular matrix) are key for regeneration, and wound repair is regulated by metalloproteinases (Bosch, 2007). Matrix metalloproteinases are a major group of enzymes that regulate the cell matrix composition, and ample evidence exists for the role of matrix metalloproteinases (Matrix metalloproteinase-14) in normal and pathological processes (Massova et al., 1998). In response to *Aplanochytrium*, a metalloproteinase was up-regulated. Additionally, the peroxidasin gene, which codes for a protein that acts both in extracellular matrix organization (associated with phagocytosis and defense) and hydrogen catabolic processes (i.e. catalyzing hydrogen peroxide) [*Drosophila*; (Nelson et al., 1994)] [*Xenopus tropicalis*; (Tindall et al., 2005)], was up-regulated.

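Matrix metalloproteinase-14 (contig 81521), an enzyme that cleaves extracellular matrix, had 1592 exposed and 681 control reads. Its ratio was 2.16 (95% counting interval 1.97 to 2.36), so that the lower end did not pass the 2-fold bound. Of the 1000 contigs nearest in read number, 1 had a ratio at least as far from 1. The contig was picked by the study on these 2 libraries, so its direction and rank are not independent evidence.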

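Peroxidasin (contig 34579) was 2.33-fold higher in the exposed library (95% counting interval 2.10 to 2.58), with 1296 exposed and 514 control reads, and met the rule of size. Granulins (contig 69340), the third wound repair contig of Table S2 and a precursor of growth factors, had 1303 exposed and 2110 control reads. This is 1.75-fold fewer in the exposed library (1.64 to 1.88), which did not meet the rule. Of the 1000 contigs nearest in read number to each, 5 and 6 had a ratio at least as far from 1. Both contigs were picked by the study on these libraries, so their directions and ranks are not independent evidence.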

## Conclusions

Here we report the generation of the first transcriptome for a soft coral species. In addition, we also report the results of the first RNA-seq experiment of a coral exposed to a microbial pathogen. We annotated a large number of immune-related genes, with many of these genes being differentially expressed in response to *Aplanochytrium*, including those involved in pattern recognition, anti-microbial peptide production, and wound repair. Enrichment analysis also identified processes (protein translation and energy production) involved in the host response to *Aplanochytrium* species. With this information, we now have a basis for comprehensively studying the immune response of *G. ventalina* to pathogens.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Supplementary File S1 **Contigs (21) with significant homology (<1E-40) to *Aurantiochytrium limacinum* (SRA: PRJNA68529)**.

Supplementary File S2 **Differentially expressed genes in sea fans exposed to *Aplanochytrium* and the controls**.

Supplementary File S3 **Genes representing the nine functionally enriched GO Biological processes (as compared to the transcriptome)**.

Table S1 **Primer sets used in RT qPCR validation**.

Table S2 **Differentially immune-related genes in seafans exposed to *Aplanochytrium* and their controls**.

Figure S1 **Stress response genes in the sea fan transcriptome. (A)** Go Slim Stress response classes categorized to Go term categories including categories with greater than 10 hits (categories with less than 10 hits summarized as “Other”). GO Terms “Response to DNA Damage (708) “DNA synthesis during DNA Repair (691),” and “Response to Stress (409) are not shown. **(B)** Important innate effectors of the “innate response” and **(C)** Important innate effectors in “inflammation.”

Figure S2 **Enriched host genes: total genes per GO Category.** Analysis of Biological Processes using DAVID (Huang et al., 2009b, a); (*p* < 0.05).

Figure S3 **Correlation of gene expression levels of selected genes by qPCR and RNASeq (Pearson's moment correlation *R* = 0.861, *p*-value = 0.006052)**.

How the deposited data were processed for this re-analysis (not part of the article)

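RNA of 12 sea fan pieces injected with Aplanochytrium and of 12 clonal pieces injected with medium was pooled by treatment, and each pool was sequenced as 1 library. The authors trimmed the reads, assembled both libraries together, mapped the reads to the contigs with CLC Genomics Workbench and deposited, for each contig, its length, the count of uniquely mapped reads, the count of total mapped reads and an RPKM value. In the deposited files RPKM is the count of total mapped reads per kilobase of contig, scaled to the total mapped reads of the library, and it was only checked here, not tested. The uniquely mapped counts were used as the main values, because they match the normalized values of Supplementary File S2. This was seen after the files were opened. The total mapped counts were an alternative.

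The libraries held 18349400 (control) and 20110524 (exposed) uniquely mapped reads over 90230 contigs. Each condition is a single pool, so the sequencing does not measure the spread between sea fans, edgeR's quasi-likelihood test has no residual degrees of freedom, and no p-value per contig is printed. Counts were divided by size factors from medians of ratios. The ratio of exposed to control reads was given with an exact (Clopper-Pearson) 95% interval of the exposed share of a contig's reads, turned into a ratio with the size factors. PCR copies of a molecule are not told apart, so the intervals cover counting error only. A library without a read was set to 3 counts. A rule of size, fixed before the data were examined, counted a contig as higher where the lower end of the interval was above 2 and as lower where the upper end was below 0.5.

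The study's use of DESeq was retraced in R 4.3.3 in a form for 1 library per condition: size factors, a parametric fit of the dispersion estimated blind to the condition from the 2 libraries and used alone, an exact negative binomial test given the sum of the 2 counts, Benjamini-Hochberg adjustment and an adjusted p of at most 0.05. The dispersion fit was 0.00769 + 3.55 divided by the mean. The paper describes DESeq as using "a generalized linear model with a negative binomial distribution and shrinkage estimator". The retrace departs from this, since its dispersion was not shrunk and its test was exact. Of the tools run, DESeq2 fits a model of that kind, and it was an alternative. Its dispersion was also estimated blind to the condition, so a contig's difference between the 2 libraries counts as spread of that contig. The version of DESeq, and whether its dispersion was estimated blind to the condition, are not given in the sources used here. Alternatives were scaling by library totals, TMM or upper quartiles, filters of 10 and 50 reads, total mapped reads, a local dispersion fit (locfit 1.5.9.12), DESeq2 1.42.0, the edgeR 4.0.16 exact test at coefficients of variation of 0.2 and 0.4, counting error only, bounds of 1.5-fold and 3-fold and a 99% interval. A restriction to contigs with more than 3 reads in each library was added after seeing the data.

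The procedures were tested on simulated data with the means of the 90230 contigs, 200 of them changed. Counts were drawn from the negative binomial model that the retraced procedure fits, so its unchanged calls are no rate of false calls in the data. At the fitted dispersion, the retraced procedure called 3 of 50 contigs changed 2-fold, 31 of 50 changed 4-fold, 49 of 50 changed 8-fold and 50 of 50 changed 16-fold in the right direction, and 0 unchanged contigs. The rule of size found 11, 47, 50 and 50 of these, with 1572 unchanged contigs. At the fitted dispersion divided by 10, the retraced procedure called 25, 50, 50 and 50, with 0 unchanged contigs, and the rule of size found 3, 49, 50 and 50, with 10 unchanged contigs. Of 10026 contigs simulated with counting error only and a true ratio of 3, 95.9% had an interval that held it. This does not test the intervals at the fitted dispersion.

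Lists were taken from the paper's supplements: the 12 immune contigs of Table S2, the 35 contigs of Supplementary File S3, the 21 of Supplementary File S1, the virus-annotated and TAR1- or ART-annotated contigs of Supplementary File S2 and the 8 genes of Table S1. Contig names and annotations are those of the supplements, as best matches in other species, and other contigs are named by number only. Named contigs are those of Table S1 and Table S2, those the text names, the 10 of Supplementary File S3 with the most reads, the 3 of Supplementary File S1 with the highest ratio (none met the rule of size), the virus- and TAR1- or ART-annotated contigs, and the 2 contigs at each extreme of the interval. The paper's values for all but the last group had been read before. Supplementary File S1 was compared with 10000 random lists drawn from the 1000 contigs nearest in read number to each member. Correlations across the 8 genes of Table S1 used all 40320 pairings. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The contig sequences, the reads and the RT-qPCR data of single sea fans were not analysed here.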

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

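Of the tests below, the neighbouring contigs and the shape of the control-only distribution were set before their results were seen. The best matches, the comparison with NADH-ubiquinone oxidoreductase chain 5, the overlap with Supplementary File S1 and the ratio of library totals were chosen after. With 1 library per condition, nothing here can be compared with a spread between replicates.

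Of the contigs with at least 50 reads, 39 had under 2% of them in the control library, and they hold most of the paper's translation and respiration contigs, which the paper does not discuss as nearly without control reads. The 28 cytoplasmic ribosomal proteins and 6 contigs of cytochrome c oxidase or ATP synthase subunit a had 2535 exposed and 9 control reads, far beyond the ratio of library totals of 1.10, and a single rise of the sea fans' mitochondrial transcripts is argued against by NADH-ubiquinone oxidoreductase chain 5, whose interval ended at 2.21 where those of the 6 contigs began at 19.8. RNA of another organism in the exposed pool may leave such a gap (39 contigs, against 13 with 2 to 10% of their reads in the control library) but stays open, since the neighbouring uncalled contigs, the test set in advance, had a median control share of 17.9% over only 11 contigs (0 to 58.8%), between the bounds set for them and below the 40.2% of 304 contigs numbered around them. Best matches do not decide either, since they depend on which species Swiss-Prot holds for each gene. A cnidarian was the best match for 0 of the 34 contigs, but RACK1, also without a control read, had the cnidarian Hydra attenuata. Translationally-controlled tumor protein (contig 74641), also outside the 34, had 76 exposed reads and 1 control read, and its best match was Plasmodium falciparum. The 28 ribosomal proteins were split, with another animal for 12 and a plant, fungus, protist or archaeon for 16. The 6 contigs of cytochrome c oxidase or ATP synthase subunit a had an insect (5) or an earthworm (1). NADH-ubiquinone oxidoreductase chain 5, a different gene with reads in both libraries, had the sea anemone Metridium senile. The injected Aplanochytrium cannot be told apart as a source, because 0 of the 34 contigs are in Supplementary File S1 but that list rests on another genus. A response of the sea fans in the ribosomal proteins was not tested and stays open. It would have to start from nearly none of these transcripts in the control pool. There the 28 contigs had 7 reads together, while elongation factor 1 (contig 75614) alone had 2864.

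With at least 50 reads, 57 contigs had under 2% of them in the exposed library and 3 had 2 to 10%. The paper counts the 57 among the lower contigs, and its text does not describe them. The ratio of library totals, 1.10, is far from the size needed for depth to produce them. The gap between 57 and 3 is what RNA of another organism or of a virus in the control pool may give. Of the 64 lower contigs with at most 3 exposed reads, 6 were annotated, and 4 of these match viruses. The e-values of these 4 matches ran from 4e-10 to 2e-06, and all but that of contig 11407 are to the same viral protein. The rest of the 64 had no annotation, so few matches bear on a virus as the source. The loss of these transcripts in exposed sea fans was not tested and stays open.

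Supplementary File S2 holds 8 virus-annotated contigs, which the paper does not discuss, and 6 of the 8 had fewer exposed than control reads.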

How the results depend on the processing

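The restriction to contigs with more than 3 reads in each library and the log2 correlation with CG3556 read as 0.90 were chosen after seeing the data. No paired analysis was possible because each condition is 1 pooled library, and for the same reason no replicate could be left out. The ratios of 42 named contigs stayed within their counting intervals in 168 of 168 recomputations with library totals, TMM, upper quartiles or total mapped reads, and these scalings moved the median log2 ratio by -0.02 to 0.02. Library totals, TMM and upper quartiles each multiply every ratio by 1 common factor, so this outcome was nearly fixed in advance. Of all 278 values under alternatives, which include these 168, 243 stayed within the range set for them. By the rule of size, 410 contigs (220 higher, 190 lower) became 268 with at least 50 reads (121 lower), 1720 at 1.5-fold (1166 and 554), 200 at 3-fold (93 and 107), 271 with a 99% interval (132 higher), and 219 with more than 3 reads in each library (131 and 88), each from the construction of the setting. The retrace of DESeq, with 224 calls, gave 362 with a local dispersion fit (179 higher, 183 lower), 117 with the edgeR exact test at a coefficient of variation of 0.4 (47 and 70, with 107 of the study's 210), 207 at 0.2 (with 144 of the 210), 10904 with counting error only (6781 and 4123), 0 with DESeq2 (0 and 0, with 0 of the 210; 286 contigs at an unadjusted p under 0.05) and 107 with more than 3 reads in each library (62 and 45). The local fit and counting error alone assume another spread, which 1 library per condition does not measure, and the last setting leaves out contigs. edgeR and DESeq2 change the test too. For DESeq2 the dispersion was estimated without the condition, so a contig's difference between the libraries raises its own spread. Its lack of calls is therefore no evidence against the study's list. How much each of these changes moved the counts was not tested. With more than 3 reads in each library, contigs that met the rule fell from 33 to 2 in Supplementary File S3 and from 7 to 3 among the virus- and ribosomal-RNA-annotated contigs, since contigs nearly without reads in a library are left out. The correlation of RNA-Seq with RT-qPCR, 0.781, was 0.508 without the 2 genes farthest from the median. It reversed to -0.0927 on log2 ratios, where the table's value for CG3556 turns into a rise, and was 0.656 with that value read as a ratio of 0.90. Depth limits contigs with few reads most: at 20 to 49 reads the ratios of 95% of contigs ran from 0.359 to 3.03, and at 1000 or more from 0.771 to 1.32.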

Differences from the paper's values

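Pearson's r between RNA-Seq and RT-qPCR values was 0.781 on the values of Table S1, and the paper's value is 0.861. Alternatives were set before the deposited counts were examined. Of these, reading the RT-qPCR value of CG3556 as -0.90 in place of the table's -0.090 gave 0.861, which matches the paper's value. Log2 ratios (-0.0927), leaving out the 2 reference genes (0.777) and leaving out the 2 genes farthest from the median (0.508) did not. Table S1 had been read when these alternatives were set, so the match is no prediction. Table S1 writes lower genes as negative folds for CG3556 and Neuronal pentraxin-2 but as ratios below 1 for complement C3 and polyadenylate-binding protein. A negative fold cannot have a size under 1, and -0.90 has this fault as much as -0.090.

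The paper states that RT-qPCR bore out the RNA-Seq expression of Tachylectin-5A, protein G7c and Neuronal pentraxin-2. For protein G7c the ratio was 2.21 in the files, while the paper's RT-qPCR value in Table S1 is below 1 (0.85 ± 0.15). The ratio comes from pools of 12 sea fan pieces and the RT-qPCR value from 6 single pieces per treatment. For Tachylectin-5A and Neuronal pentraxin-2 both measures run the same way.

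The paper's text counts 36 enriched genes, 35 of them up-regulated, and 29 in translation. Supplementary File S3 lists 35 contigs, 34 with a ratio above 1, and 28 in translation. The text counts 68 annotated contigs, and Supplementary File S2 has a Swiss-Prot identifier for 72, of which 67 have an e-value under 1e-06. The text names chain 1 of NADH-ubiquinone oxidoreductase, whereas the supplements name chain 5 for the only such contig, 20540. The text speaks of 8 enriched processes, as many as Supplementary File S3 holds, while the title of that file gives another number. The files hold 426 uniquely mapped reads per contig, beside the paper's 459.6.

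At the paper's threshold of an adjusted p of at most 0.05, the retraced procedure, which used an exact test and no shrinkage where the paper names a generalized linear model with a shrinkage estimator, gave 224 calls (104 higher, 120 lower) against the paper's 210 (103 and 107), and 4 of the paper's 210 contigs were not among them. Of these 4, a filter of at least 50 reads called 4 (with 203 of the 210 in all), a local dispersion fit 2 (204 in all), scaling by library totals and counting total mapped reads 1 each (207 in all), and counting error alone 4 (210 in all, among 10904 calls). The edgeR exact test at a coefficient of variation of 0.2 gave 207 calls, of which 144 were among the 210.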

Other observations

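The genes named here, the groups of Supplementary File S1 and the classes of read number were chosen after their values were seen. Genes of Supplementary File S2 that the paper does not discuss lay in both directions. A subunit of the amiloride-sensitive sodium channel (contig 12236) was 4.32-fold higher in the exposed library (95% counting interval 3.70 to 5.06), and a putative 1-aminocyclopropane-1-carboxylate deaminase (contig 84375) was 3.03-fold higher (2.42 to 3.81). Olfactomedin-like protein 2A (contig 76618), a protein of the extracellular matrix, was 4.26-fold lower (3.53 to 5.17). S-adenosylmethionine synthetase (contig 87241), which makes the methyl donor of the cell, was 2.80-fold lower (2.52 to 3.12). EGF-like repeat and discoidin I-like domain-containing protein 3 (contig 25193), an adhesion protein, had 2.28 times more control than exposed reads (1.98 to 2.62) and did not meet the rule of size. Translationally-controlled tumor protein (contig 74641) had 76 exposed reads and 1 control read, a ratio of 70.1 (12.2 to 2807).

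In Supplementary File S1, the 6 contigs whose best match is bacterial had ratios of 1.33 to 2.04, with an interval above 1 for 5 of them. The 4 contigs annotated as tubulins or calmodulin had ratios of 0.968 to 1.10, with an interval above 1 for 1. The 3 contigs annotated to yeast reading frames in ribosomal DNA had ratios of 1.15 to 1.67 and held 196341 exposed and 156309 control reads.

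Contigs with 10 to 30% of their normalized reads in the control library were set beside those with 10 to 30% in the exposed library, by read number. The numbers were 1079 and 821 contigs from 20 to below 50 reads, 565 and 168 from 50 to below 100, 192 and 59 from 100 to below 300, 18 and 23 from 300 to below 1000, and 11 and 5 at 1000 or more.

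Of the 106 contigs of Supplementary File S2 with more than 3 reads in each library, 63 were higher and 43 lower. They carried 0.573% of the exposed and 0.473% of the control reads. The 40 contigs with at most 3 control reads carried 0.0155% of the exposed reads, and the 64 with at most 3 exposed reads carried 0.0344% of the control reads.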
